# Novel cell separation method for molecular analysis of neuron-astrocyte co-cultures

**DOI:** 10.3389/fncel.2014.00012

**Published:** 2014-01-30

**Authors:** Andrea Goudriaan, Nutabi Camargo, Karen E. Carney, Stéphane H. R. Oliet, August B. Smit, Mark H. G. Verheijen

**Keywords:** method, co-culture, astrocytes, transcriptional activation, isolation approaches, neuron-glia interaction

## Abstract

Over the last decade, the importance of astrocyte-neuron communication in neuronal development and synaptic plasticity has become increasingly clear. Since neuron-astrocyte interactions represent highly dynamic and reciprocal processes, we hypothesized that many astrocyte genes may be regulated as a consequence of their interactions with maturing neurons. In order to identify such neuron-responsive astrocyte genes *in vitro*, we sought to establish an expedited technique for separation of neurons from co-cultured astrocytes. Our newly established method makes use of cold jet, which exploits different adhesion characteristics of subpopulations of cells (Jirsova etal., 1997), and is rapid, performed under ice-cold conditions and avoids protease-mediated isolation of astrocytes or time-consuming centrifugation, yielding intact astrocyte mRNA with approximately 90% of neuronal RNA removed. Using this purification method, we executed genome-wide profiling in which RNA derived from astrocyte-only cultures was compared with astrocyte RNA derived from differentiating neuron-astrocyte co-cultures. Data analysis determined that many astrocytic mRNAs and biological processes are regulated by neuronal interaction. Our results validate the cold jet as an efficient method to separate astrocytes from neurons in co-culture, and reveals that neurons induce robust gene-expression changes in co-cultured astrocytes.

## INTRODUCTION

During central nervous system (CNS) development, glia and neurons are targeted to their proper location in the brain and the appropriate contacts between neurons, as well as neurons and glia cells, are established. While neuroscience research historically has focused on synaptic contacts between neurons, the last couple of decades it has become apparent that reciprocal neuron-glia interactions are crucial for correct brain functioning. The functionally diverse glia-neuron interactions rely on a range of both contact-dependent mechanisms as well as soluble factors (Eroglu and Barres, 2010; Giaume et al., 2010). The development of elaborate *in vitro* systems, using highly purified cell populations, has strongly contributed to the elucidation of the molecular effects of glia on neuronal development and function (Ullian et al., 2001; Thomson et al., 2008; Jarjour et al., 2012). Specifically, the use of astrocyte-neuron co-cultures has led to the identification of several astrocyte-derived signals that induce neuritogenesis and synaptogenesis, at least *in vitro*. For instance, lipids are secreted by astrocytes in high quantities and are well known to promote neurite outgrowth and synapse formation, (Mauch et al., 2001; Medina and Tabernero, 2002; Goritz et al., 2005; Camargo et al., 2009; Verheijen et al., 2009). Other astrocyte-secreted factors that were shown to influence synapse development are extracellular matrix molecules, such as thrombospondins and glypicans (Clarke and Barres, 2013).

Whereas new astrocyte factors affecting neuronal function are likely to be discovered, a prominent deficit in our knowledge is how expression and secretion of these astrocyte factors are controlled. Neuronal synaptic activity has been shown to induce transcriptional activity in astrocytes (Mendez et al., 2004). It thus follows that synaptic activity and neuron-glia communication will likely elicit gene expression changes in glia, which in turn might reciprocally affect the process of synapse maturation and synaptic transmission. In order to identify neuron-responsive astrocyte genes, we established a developmental *in vitro* transcriptional profiling experiment using neuron-astrocyte co-cultures. To specifically isolate astrocytes from the co-culture, we successfully developed a fast method, named “cold jet” that exploits different adhesion characteristics of subpopulations of cells (Jirsova et al., 1997). The method lacks disadvantages of other methods, e.g., that of fluorescence activated cell sorting (FACS) or magnetic bead-based cell sorting involving protease-mediated dissociation of cells (Lovatt et al., 2007; Foo, 2013), which cannot be efficiently conducted at low temperatures, thereby compromising both protein and mRNA quality. Using cold jet-mediated isolation of astrocytes, followed by microarray analysis, we identified nearly 400 mRNAs significantly regulated in astrocytes when co-cultured with neurons. The resulting database confirms the validity of the used cold jet method for separation of astrocytes and neurons, and represents an important gene source toward understanding of neuron-glia communication.

## METHODS

### CELL CULTURE

Neuron-astrocyte co-cultures were done using rat astrocytes, because of tissue culture advantages of rat over mouse astrocytes, and mouse neurons to make it possible for future experiments to use neurons of genetically modified mice. Importantly, in these co-cultures, rat astrocyte provide the required support for optimal synaptic functioning of co-cultured mouse neurons (Wierda et al., 2007), an important requirement for our screen of neuron-induced expression changes in astrocytes. Primary rat astrocytes were obtained from Wistar rat pups (P1). Briefly, dissected cortices were treated with trypsin (Gibco) followed by addition of trypsin inhibitor and gentle trituration, after which cells were resuspended in Dulbecco’s modified Eagle’s medium (DMEM) + Glutamax (Gibco) containing 10% fetal bovine serum and cultured in non-coated plastic flasks. Medium was changed every 2 days. The purity of astrocyte cultures was determined by immunostaining for glial fibrillary acidic protein (GFAP) and S100β, while counterstained for all cell nuclei using Hoechst, and was determined to be higher than 98%. For neuron-astrocyte co-cultures, astrocytes were plated at a density of 30K/well in 12-wells plates in DMEM + 10% medium, which resulted in an about 80% confluent monolayer at day *in vitro* (DIV) 3, after which neurons were plated. For co-plating of neurons, hippocampi of E18 mouse embryos were collected in Hanks buffered salts solution (HBSS; Sigma), buffered with 7 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES). After removal of the meninges, hippocampi were minced and incubated for 20 min in 0.25% trypsin in HBSS at 37°C. After washing, the neurons were triturated with fire-polished Pasteur pipettes, counted, and plated in culture medium [Neurobasal medium (Invitrogen, Carlsbad, USA) supplemented with 2% B-27 (Invitrogen), 1.8% HEPES, 1% glutamax (Invitrogen), 1% Pen/Strep (Invitrogen), and 0.2% beta-mercaptoethanol] at a density of 60K/well onto the astrocyte monolayers in 12-well plates (4 cm × 4 cm; Greiner bio-one; Wierda et al., 2007). Wells were coated with 20% d-poly-lysine (Sigma) and 20% collagen diluted in a 17 μM acetic acid H_2_O solution. Cultures were maintained in 5% CO_2_ at 37°C, and half of the medium was changed at 1 day and 7 days after plating. Control conditions (astrocytes alone) were kept under similar tissue culture conditions as neuron-astrocyte co-cultures.

### COLD JET SEPARATION METHOD

For removal of neurons from the co-cultured astrocytes, we modified a method previously used for removal of Schwann cells from co-cultured fibroblasts (Jirsova et al., 1997). 12-well tissue culture plates were placed on ice and the medium was gently aspirated. The cells were carefully rinsed once with ice-cold phosphate buffered saline (PBS; pH 7.4). Next, using a 1 mL pipette tip, 1 mL of ice-cold PBS was pipetted onto the co-cultures using a concentric circular motion, ensuring the force of the stream contacted the entire well surface area, which was repeated three times. This resulted in specific detachment of neurons, which were aspirated, leaving purified astrocytes, which were harvested for molecular analysis. All together, the isolation of astrocytes from co-cultures for molecular isolation per well was performed within a timeframe of 30 s. When co-culture cold jet (CC-CJ) cultures were compared to astrocyte alone cultures, the later were also treated by cold jet, therefore called astrocyte-alone cold jet (AA-CJ) samples.

### IMMUNOCYTOCHEMISTRY

Astrocyte monolayers or astrocyte-neuron co-cultures, before or after cold jet, were fixed by 4% paraformaldehyde in 0.1 M PBS for 15 min at room temperature (RT). Cells were incubated 30 min in 0.1 M PBS containing 0.5% TritonX-100 and 10% normal goat serum, and subsequently incubated with appropriate primary antibody concentrations in incubating medium (0.1 M PBS, 0.1% TritonX-100, 2% normal goat serum) at 4°C overnight. Cells were washed three times for 10 min in 0.1 M PBS and incubated in incubating medium containing the appropriated secondary antibody for 2 h. Sections were washed two times with 0.1 M PBS, one time with water, and subsequently DNA counterstained in Hoechst reagent 33258 solution (Sigma). The primary antibodies were rabbit anti-GFAP (1:500; Dako) and chicken anti-microtubule-associated protein 2 (MAP2; 1:5000; Abcam). Secondary antibodies were donkey anti-rabbit Cy3 (1:400; Jackson laboratories), goat anti-chick Alexa 488 (1:400; Molecular probes).

### RNA ISOLATION, REVERSE TRANSCRIPTION, AND QUANTITATIVE PCR

Total RNA was extracted from 12-well plate and mRNA was isolated with Trizol Reagent (Invitrogen). RNA samples for microarray analysis were derived from two to four tissue culture wells, and microarray replicates were derived from different pools of animals, with five to eight animals per pool. An additional chloroform extraction was performed to remove traces of phenol and samples were suspended in H_2_O. The quality and quantity of RNA samples for microarray analysis were assessed on Agilent RNA chips with the Agilent 2100 Bioanalyzer (Agilent Technologies). For quantitative PCR, four samples were used that were different than those used for microarray analysis, and each sample was derived from different animals and four to six tissue culture wells. RNA integrity was determined using electrophoresis with RNA loading dye on a 1% agarose gel, RNA quantity was determined by photospectrometry (ND-1000; Thermo Scientific). Quantitative PCR reactions were done as described (Camargo et al., 2012).

### MICROARRAY ANALYSIS

Agilent whole rat genome 4x 44K chips were used. cDNA synthesis and labeling for microarray hybridization were performed according to the manufacturers’ instructions. Briefly, oligo dT primers were used and Cy3 and Cy5 labeling was done using the Agilent two-color RNA Spike-In Kit. 0.5 μg of Cy5 and Cy3-labeled cRNA targets were hydrolyzed and mixed for 30 min. Arrays were hybridized with Cy5 and Cy3 solution for 18 h at 60°C in a rotating hybridization chamber, using 1× hybridization solution (Agilent technologies). Subsequently, arrays were washed, spun dry and scanned using an Agilent scanner.

Analysis of the microarrays served two purposes: (1) detection of neuron-induced gene expression in astrocytes and (2) determination of the cold jet efficiency on the mRNA level. In total, four arrays were used. For the first purpose, two CC-CJ samples were labeled with Cy3 and two AA-CJ samples were labeled with Cy5. Each CC-CJ sample was hybridized together with an AA-CJ sample to an array. For checking the cold jet procedure on the mRNA level, two co-culture (CC) samples were labeled with Cy5 fluorescence and hybridized on an array together with a CC-CJ sample (Cy3). The microarray dataset can be found at National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO; accession number GSE52481).

Normalization of the raw data was performed, after feature extraction by Agilent software, by optimized local intensity-dependent normalization (OLIN) and optimized scaled local intensity-dependent normalization (OSLIN; Futschik and Crompton, 2005) using the R project for statistical computing (version 6.0; R project). Next, *M* values were scaled so that upregulated probes were associated with positive values and downregulated probes with negative values. The following criteria were used for selection of regulated transcripts: (1) for each array, the mean and standard deviation (SD) of the *M* values of all probes was calculated, and only mRNAs with *M* values equal or higher to the mean + 2× SD, or equal or lower to the mean - 2× SD were selected, (2) *M* values had to fulfill our criteria on both replicate arrays, (3) for mRNAs that were represented on the microarray with multiple probes, data were checked for consistency, and probes were only included in the analysis when replicate sequences gave comparable results, (4) mRNAs upregulated in the CC-CJ with AA-CJ comparison could represent left-over neuronal RNA when also strongly downregulated in the CC with CC-CJ comparison. Therefore, mRNAs upregulated in the CC-CJ with AA-CJ comparison where only included when downregulation in the CC with CC-CJ comparison was less than the mean - 2× SD. To assess consistency between technical and biological replicate samples, as well as between replicate probes, non-parametric correlations (using Spearman’s rho) within non-normalized red or green fluorescence samples were calculated. For technical/biological replicate samples, correlations were only performed on regulated probes as indicated by the cold jet-astrocyte alone arrays.

Thereafter, data were analyzed by TopGo (Alexa et al., 2006) using the R project for statistical computing. Overrepresented biological processes were identified by scoring statistical significance of predefined annotated groups based on the gene ontology (GO) database. Statistical significance of overrepresented predefined GO biological processes was scored using the Fisher exact test (Alexa et al., 2006).

## RESULTS

### EFFECTIVENESS OF THE COLD JET METHOD ON NEURON-ASTROCYTE CO-CULTURES

Neuronal development in hippocampal mixed neuron-glia cultures is a temporal process involving neurite outgrowth (1 DIV onward), and synapse formation from 4 DIV onward (Basarsky et al., 1994). Since attachment of neurons to the extracellular culture environment might vary with time, cold jet removal of neurons from neuron-astrocyte co-cultures was tested at 10 and 14 DIV. Quantification of the number of neuronal somas and neurites, indicated that cold jet removed over 98% of neuronal somas and 80% of neurites at 10 DIV, and was only slightly less efficient at 14 DIV (**Figure 1**). Cold jet removal of neuronal mRNAs was tested by microarray RNA profiling, which confirmed robust removal of neuronal mRNAs, e.g., *Mapt*, *Gap43*, *Snap25*, and *Snca* (**Figure 2A**). 

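RNA was compared on 4 Agilent whole rat genome arrays, all on 1 slide, each read in 2 colours. The astrocytes were primary cells of rat cortex and the neurons plated with them came from mouse hippocampus, so that mouse mRNAs were read by probes designed for rat. Cold jet is a stream of ice-cold buffer that detaches neurons from the astrocyte layer. RNA of co-culture after cold jet (CC-CJ) was labelled with Cy3 on all 4 arrays. On 2 arrays it was hybridized against Cy5-labelled RNA of co-culture that received no cold jet (CC), and on the other two against Cy5-labelled RNA of astrocytes cultured alone and given cold jet (AA-CJ). Dyes were not swapped, so that dye and condition cannot be told apart within an array. CC and AA-CJ were both read in Cy5, and the difference between them is free of a dye effect that is the same on all arrays. It is not a difference of astrocytes alone, as CC also held RNA of neurons and received no cold jet. The 2 arrays of a comparison were taken as its replicates. According to the paper, RNA came from 2 to 4 wells and replicates from different pools of 5 to 8 animals, whereas the description of the series gives more than 3 independent samples per replicate. The 4 arrays carried 41012 probes each after control spots were left out. On the AA-CJ arrays, 54.3% and 54.5% of probes were well above background in CC-CJ, and 58.6% and 56.3% in AA-CJ. On the CC arrays this was 55.8% and 50.3% in CC-CJ, and 62.5% and 62.6% in CC. Between 0 and 4 spots per channel were saturated. The deposited scanner intensities were those of Agilent's Feature Extraction, and the paper normalized them by OLIN and OSLIN. Here, background was corrected by normexp with an offset of 50, and loess was fitted on intensity within each array. M is log2 of Cy3 over Cy5, so that positive M values mean a higher level in CC-CJ. Spots of a probe were averaged, and the 24881 probes well above background on every array of at least 1 RNA group were tested with limma over all 4 arrays. Values of a gene are means over its probes. The number of arrays, 2 per comparison, limits the precision of every value.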

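In CC-CJ compared with CC, 565 probes were lower and 19 were higher at an adjusted p of 0.05 (limma with Benjamini-Hochberg adjustment). The choice that moved these 584 probes most was the normalization, since centring each array on its median in place of loess gave 16608 at the same adjusted p. At an unadjusted p of 0.05 there were 4179 probes after loess, where chance gives 1244. Mapt was read by 2 probes on chromosome 10 of rn4, from 93500916 to 93500975 and from 93508449 to 93508508. It fell by 2.87 on the log2 scale (standard error 0.106, adjusted p = 0.000112 from limma), with M values of -2.70 and -3.04 on the 2 arrays. Gap43, with a probe on chromosome 11 from 60083891 to 60083950, fell by 2.76 (standard error 0.087), with M values of -2.69 and -2.83. The signal of Snap25 (chromosome 3, 124893776 to 124893835) was not well above background in CC-CJ on either array, so that only a bound can be given, and CC-CJ was at least 3.88-fold lower than CC. Such a bound sets the mean level of the brighter group against the higher of the dim spot's own signal and the lowest signal well above background, per channel after loess and Aquantile, and is open to dye bias. For Snap25 the spot's own signal was the higher, so that the bound equals the fitted fall itself (M of -1.96). For each of these 3 genes the 2 arrays differed by less than the fall itself. Whether a probe lies in an exon or a UTR is not given, as no gene annotation of rn4 was used here.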

Neuron-enriched mRNAs are expected downregulated in coculture by cold jet, while being absent or low expressed in astrocytes. To determine the efficiency of the cold jet in removing these neuron-enriched mRNAs, their fluorescence levels in CC and CC-CJ was taken and the level in astrocytes substracted. The data indicated that the cold jet effectively removed approximately 90% of neuronal RNA (**Figure 2B**).

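For each of 29 genes legible in Fig. 2A, the level in AA-CJ was subtracted from the levels in CC and CC-CJ of the same experiment on the linear scale. The mRNA remaining after cold jet was 10.7% of the CC level in experiment 1 and 8.54% in experiment 2, a mean of 9.62% ± 1.53 (SD, n = 2 experiments), so that 90.4% was removed. AA-CJ was read in Cy5 on another array than this CC-CJ, so that an offset between dyes or arrays enters the share. The rise of CC-CJ over AA-CJ on their shared arrays implied a median of 4.5% remaining over the 29 genes. It was 4.8% over the 13 not limited by background in CC-CJ or AA-CJ. Genes ranged from 4.1% for Sez6l2 to 15.9% for Camk2b, both well above background in CC-CJ. For 5 of the 29 genes the signal of CC-CJ was not well above background on either CC-CJ versus CC array, so that their shares are not resolved from background. Over the other 24 genes, a set chosen after seeing the data, the mean was 9.52%. Since these genes were chosen in the paper as the most decreased on the same arrays, the share was also computed over neuronal markers listed before the data were examined. Of these, 10 were well above background in CC and at least 2-fold higher there than in AA-CJ, and 10.2% ± 1.02 (SD, n = 2) of their mRNA remained, or 9.45% over the 8 that were well above background in CC-CJ. The step that moved the share most was the subtraction of the AA-CJ level, without which 21.2% remained over the genes of Fig. 2A. From these levels the paper concludes that the cold jet was effective in removing neuronal RNA.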

**FIGURE 1:**
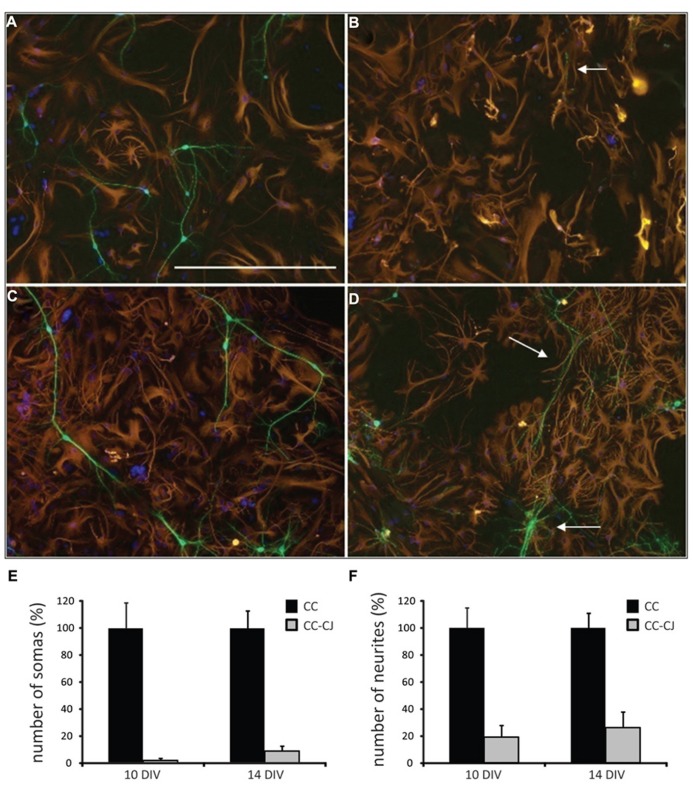
**Efficiency of cold jet on neuron-astrocyte co-cultures after 10 and 14 DIV.** **(A)** Neuron-astrocyte co-culture at 10 DIV. **(B)** At 10 DIV, cold jet removed almost all neuronal cell bodies and only a few residual neurites were detected (white arrow), note that the astrocyte cell layer remained unchanged. **(C) **Co-culture after 14 DIV. **(D)** At 14 DIV, cold jet removed neurites but less efficiently than at 10 DIV. Shown is an example were many residual neurites are observed (white arrows), probably representing clusters of firmly attached neurons. Neuron-astrocyte co-cultures with or without treatment with cold jet, were stained for the neuronal marker MAP2 (green), the astrocyte marker GFAP (red), and nuclei [4′,6-diamidino-2-phenylindole (DAPI), blue] to count the number of somas **(E)** and neurites **(F)**. Numbers show average and SEM for three tissue culture wells. Scale bar 100 μM **(A)**.

**FIGURE 2:**
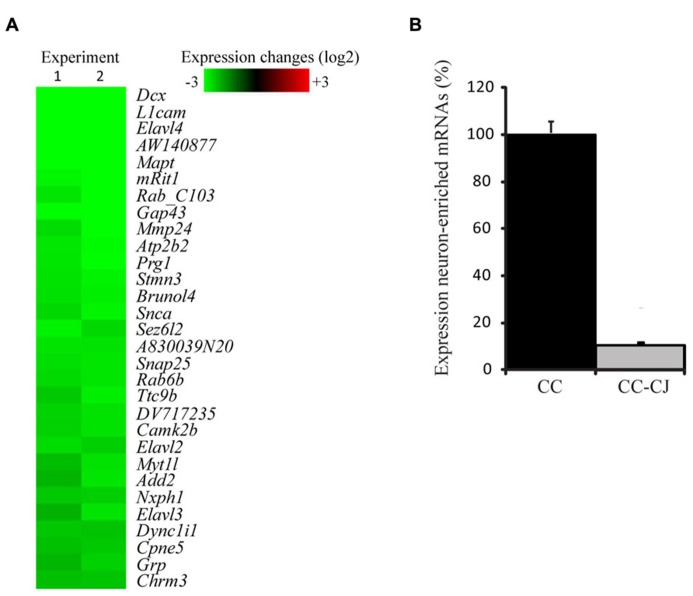
**Efficiency of cold jet to remove neuronal mRNA from co-cultures.** **(A)** Samples from neuron-astrocyte co-cultures, with or without treatment with cold jet, were collected and mRNA levels for neuronal mRNAs were analyzed using microarray. Shown are 40 of the most down-regulated transcripts in co-culture as a result of the cold jet procedure. Each individual gene expression level was normalized (see Methods) and plotted on a Log2 scale, green representing decreased mRNA levels in CC-CJ samples compared to CC alone **(B)** Normalized fluorescence levels were compared and expressed as percentage of the levels present in co-culture samples. Error bars represent standard error of the mean (SEM).

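All 29 matched genes of Fig. 2A were lower in CC-CJ than in CC on both arrays, and all 29 passed an adjusted p of 0.05 in limma. Their mean M was -2.22, with single genes between -3.70 (Dcx, on chromosome X) and -1.07 (Bcl11b, matched through an alias). The 2 probes of Bcl11b disagreed, with mean M values of -2.405 and 0.261. The mean over genes was -2.14 on the first array and -2.30 on the second. For the 5 genes not well above background in CC-CJ, background limits the fall that can be measured. Among all probes with a gene symbol that passed, the largest falls were those of Dcx, L1cam, Mapt, Elavl4 and Rab6b. L1cam fell by 3.29 on the log2 scale (standard error 0.111) and Elavl4 had an M of -2.82 (standard error 0.109). In CC-CJ compared with AA-CJ, 24 of the 29 genes had a positive M, with a median of 0.25, although CC-CJ or AA-CJ was not well above background on either array for 16 of them. Over the 13 others the median was 0.36 (0.365), and Gap43 was highest with 2.03 (standard error 0.087, adjusted p = 0.000358 from limma with Benjamini-Hochberg adjustment).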

### GENE-EXPRESSION ANALYSIS OF NEURON-RESPONSIVE ASTROCYTE GENES

Microarray analysis of CC-CJ versus AA-CJ samples, yielded 394 neuron-induced regulations of astrocyte mRNAs, of which 270 were upregulated and 124 downregulated. 

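The selection criteria of the paper were applied to the M values of the 2 CC-CJ versus AA-CJ arrays. The mean plus 2 SD over all probes was 0.47 on the first array and 0.43 on the second, and the mean minus 2 SD was -0.48 and -0.44. Before criterion 4, 414 probes passed the upper limit on both arrays. Criterion 4 left out 76 of them, as these were at or below the lower limit of -0.42 and -0.55 on the 2 CC-CJ versus CC arrays. Disagreement between probes of a gene left out another 17 higher and 8 lower probes. This gave 311 higher and 235 lower genes, 546 in total, from 321 higher and 249 lower probes. The second array taken alone would have selected 1638 genes and the first alone 1729, more than any other setting tried. In limma, 513 probes were higher and 283 lower in CC-CJ than in AA-CJ at an adjusted p of 0.05, and 5577 had an unadjusted p under 0.05. Of the probes that met the criteria, 298 of 321 higher and 174 of 249 lower ones also passed in limma. The lower probes were below 0 in CC-CJ compared with CC as well in 230 of 249 cases. The paper reasons that mRNAs higher in CC-CJ than in AA-CJ that also fall strongly with cold jet could represent left-over neuronal RNA, and takes those that remain after criterion 4 as regulations of astrocyte mRNAs by neurons.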

The 36 strongest up- and down-regulated mRNAs are shown (**Figure 3**). 

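Among probes with a gene symbol that passed in limma, the 5 with the largest mean rise in CC-CJ compared with AA-CJ were those of Ccnd2, Tppp3, Kdr, Grk1 and Ly6h. Ccnd2, read by a probe spanning 163535032 to 163541856 on chromosome 4 of rn4, was 2.99 higher on the log2 scale (standard error 0.083), with M values of 3.01 and 2.97 on the 2 arrays. Tppp3 was 2.76 higher (standard error 0.09) and Kdr 2.62 higher (standard error 0.08), and for these 3 genes the adjusted p from limma was 0.00014. Grk1 and Ly6h, higher by 2.46 and 2.45, were also lower in CC-CJ than in CC, with M values of -0.97 and -1.09, and both were left out by criterion 4. Large falls were those of Cfb, Apln, Megf6 and Rps16. Cfb fell by 1.73 (standard error 0.292, adjusted p = 0.0374 from limma), but its 2 arrays differed by more than those of the others, with M values of -2.45 and -1.01. Rps16 fell by 1.14 and was also lower in CC-CJ than in CC, with an M of -0.76. Names in Fig. 3 were read from the picture. Of the 36 names listed as higher, 30 were matched to probes and 26 of these had a positive mean M. Of these, 11 met all criteria and 12 were left out by criterion 4. Of the 36 names listed as lower, 32 were matched, 31 had a negative mean M and 28 met the criteria.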

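Among genes with a known function in adhesion, Thbs4 (thrombospondin 4, chromosome 2) was 0.96 higher in CC-CJ than in AA-CJ on the log2 scale (standard error 0.096, adjusted p = 0.00894 from limma). It was higher by 0.94 in CC-CJ than in CC as well. Between CC and AA-CJ, which carry the same dye, Thbs4 differed by 0.015 (adjusted p = 0.97 from limma). A dye effect of its probe was thus not excluded. A probe described as similar to OL-protocadherin was 1.19 higher (standard error 0.084), Cdh6 was 0.88 higher (standard error 0.124) and Glycam1 0.56 higher (standard error 0.085). L1cam had a mean M of 0.77 (standard error 0.111), and it was left out by criterion 4 because of its fall after cold jet. For Ctnnal1, with an M of 0.35, the adjusted p from limma was 0.0682, and its 2 probes disagreed, with mean M values of -0.11 and 0.81. The matrix genes Reck and Cspg5 were higher by 0.77 (standard error 0.081) and 0.55 (standard error 0.144). Reck passed in limma with an adjusted p of 0.0109, while Cspg5 had 0.0894. Cspg5 was also lower in CC-CJ than in CC, with M values of -0.34 and -0.96. Criterion 4 kept Cspg5, as the first of these was above its lower limit of -0.42. Left-over neuronal RNA was thus not excluded for Cspg5. After median centring, which shifted most probes below 0, Cdh6, Ctnnal1, Thbs4 and Reck turned below 0 too but stayed above the median of all kept probes. Without replicate 1, Cdh6, Glycam1, L1cam and Reck no longer passed in limma, and Glycam1 did not without replicate 2 either. Megf6, read by a probe on chromosome 5 of rn4 from 171050997 to 171051056, had M values of -1.60 and -0.86 (limma adjusted p = 0.021). Lcn2, with a probe on chromosome 3 from 11511592 to 11511651, had M values of -0.84 and -0.89 (limma adjusted p = 0.024). Each of the 2 was lower in CC-CJ than in AA-CJ on both arrays, but Megf6 passed with both arrays or the first alone and Lcn2 with neither array alone.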

The group of 270 mRNAs included many which are involved in astrocyte-neuron interactions, such as cell adhesion (*Itgb*, *Pcdh10*, *Cdh6*, *Ctnnal1*, *Glycam*, *L1cam,* and *TSP precursor 4*), extracellular matrix (*Cspg5* and *Reck*) and cytokine signaling (*Megf6 and Lcn2*). Several mRNAs involved in lipid synthesis were found down-regulated, including mRNAs involved in cholesterol synthesis (*Dhcr7*, *Hmgcs*, *Sc4mol*, *Cyp26b*, *Tm7sf2*, *FPS*, *Sql*, and *Insig1*).

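These 8 genes were lower in CC-CJ than in AA-CJ on both arrays, and 7 of them met the selection criteria. The largest fall was that of Tm7sf2, whose probe lies on chromosome 1 of rn4 from 208700867 to 208700926, and which fell by 1.13 on the log2 scale (standard error 0.093, adjusted p = 0.00391 from limma with Benjamini-Hochberg adjustment). Cyp26b1 (chromosome 4) fell by 1.03 (standard error 0.115), and Msmo1, named Sc4mol in the paper, by 0.98 (standard error 0.104). Sqle fell by 0.70, with an adjusted p of 0.0302 from limma. The mean over the 3 probes of Fdps, the FPS of the paper, fell by 0.61 (standard error 0.148, adjusted p = 0.0773 from limma), with M values of -0.93 and -0.29, and it did not meet the criteria. The array of replicate 1 gave the larger fall in each of the 8 genes. Without it, none but Tm7sf2 passed an adjusted p of 0.05 in limma. In CC-CJ compared with CC the same genes had a mean M of -0.29, and none of them passed.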

**FIGURE 3:**
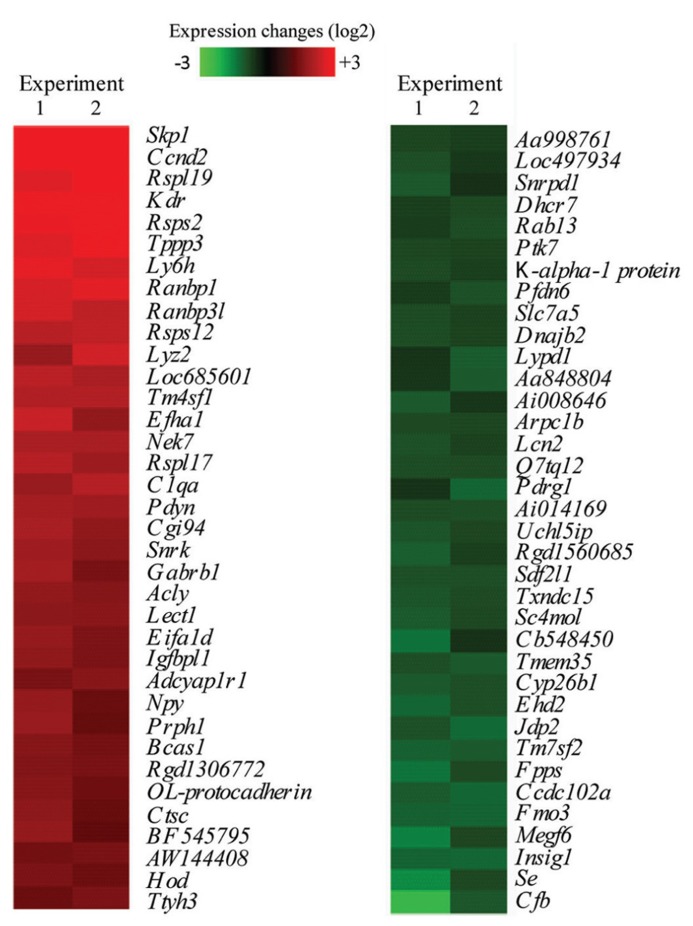
**Microarray analysis of strongest regulated neuron-responsive astrocyte genes.** Shown are 36 of the most up – and down-regulated transcripts in astrocytes when co-cultured with neurons, which were subsequent removed by cold jet treatment (CC-CJ), compared to astrocytes cultured alone (AA-CJ). Each individual gene expression level was normalized (see methods) and plotted on a Log2 scale with red representing increased and green decreased mRNA levels in CC-CJ astrocytes compared to astrocytes cultured alone (AA-CJ).

To gain more insight into biological processes represented by the data set, we scored statistical significance of predefined functional genes groups, based on GO biological processes. From the complete list of regulated mRNAs (394), 10 significant overrepresented GO terms were identified (with *p* < 0.005, see **Table 1**). Overrepresented GO terms included mainly metabolic processes, e.g., sterol and nutrient related processes. 

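The gene ontology used in the paper was not used here, and a list of 19 cholesterol synthesis genes, fixed before the data were examined, was tested in its place. The paper had already found sterol metabolism on these same arrays, and several of the 19 genes are ones its text names as lower. The set tests are thus not independent of its finding. In CC-CJ compared with AA-CJ, 18 of the 19 genes had a negative M, 15 of them on both arrays, with a mean of -0.56 over the list and a median of -0.68. The mean over genes was -0.74 on the first array and -0.38 on the second. The set test camera, with a preset correlation between genes of 0.01, gave p = 3.18e-11, adjusted to 2.38e-10 over 30 set tests. The test fry, which estimates the correlation, gave p = 0.0474, adjusted to 0.093. Hence the call by camera held under fry before adjustment only. Of the 19 genes, 8 passed an adjusted p of 0.05 in limma over all genes tested, and 15 when adjusted over the list alone. The choice that moved the mean most was median centring, which gave -1.49. The paper infers from its Tables 2 and 3 that mRNAs of sterol metabolism were mainly lower.

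**Figure D1:**
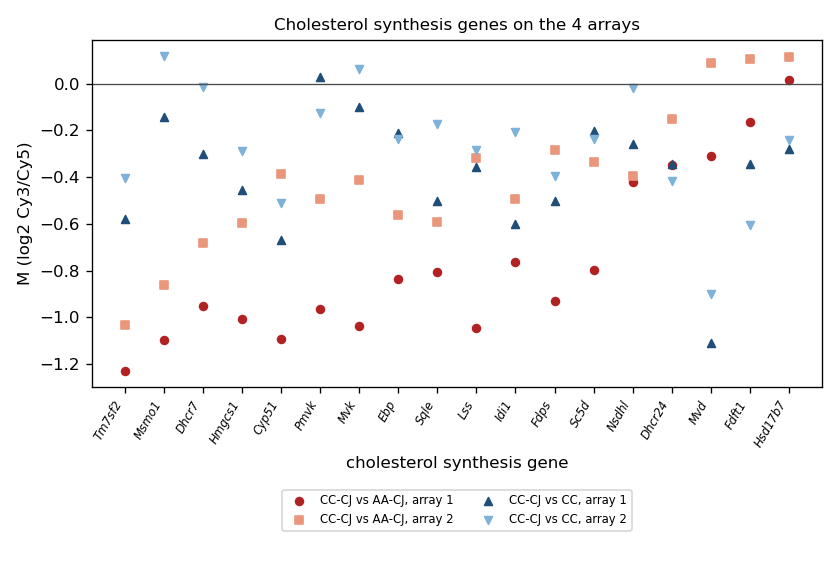
M values (log2 of Cy3 over Cy5, vertical axis) of cholesterol synthesis genes on the 4 arrays, 1 point per gene and array. Red and salmon points compare CC-CJ with AA-CJ, and dark and light blue points compare CC-CJ with CC; of the 19 genes of the list, 18 had a mean below 0 in the first comparison and all 19 in the second.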

GO analysis of only up-regulated (**Table 2**) or only down-regulated (**Table 3**) gene groups showed most strikingly that mRNAs associated with “sterol metabolism” were mainly down-regulated, whereas “response to nutrient” processes were up-regulated.

**Table 1:** Gene ontology-overrepresentation analysis for biological processes for all mRNAs (394) regulated in astrocytes when co-cultured with neurons.

GO ID	GO term	*p*-Value
GO:0016125	Sterol metabolic process	2.20E-10
GO:0006991	Response to sterol depletion	4.60E-07
GO:0031667	Response to nutrient levels	0.00019
GO:0045332	Phospholipid translocation	0.00049
GO:0015679	Plasma membrane copper ion transport	0.00082
GO:0000245	Spliceosome assembly	0.00089
GO:0001955	Blood vessel maturation	0.00288
GO:0007218	Neuropeptide signaling pathway	0.00291
GO:0006800	Oxygen and reactive oxygen species metabolism	0.00314
GO:0006968	Cellular defense response	0.00409

**Table 2:** Gene ontology-overrepresentation analysis for biological processes for mRNAs (270) up-regulated in astrocytes when co-cultured with neurons.

Gene ontology ID	Gene ontology term	*p*-Value
GO:0007584	Response to nutrient	0.00013
GO:0045332	Phospholipid translocation	0.00019
GO:0015679	Plasma membrane copper ion transport	0.00032
GO:0001955	Blood vessel maturation	0.00114
GO:0008406	Gonad development	0.00132
GO:0007218	Neuropeptide signaling pathway	0.00324
GO:0006911	Phagocytosis, engulfment	0.00326
GO:0007160	Cell-matrix adhesion	0.00475

**Table 3:** Gene ontology-overrepresentation analysis for biological processes for mRNAs (124) down-regulated in astrocytes when co-cultured with neurons.

Gene ontology ID	Gene ontology term	*p*-Value
GO:0016125	Sterol metabolic process	2.10E-11
GO:0006991	Response to sterol depletion	8.50E-09
GO:0000245	Spliceosome assembly	0.00055
GO:0006481	C-terminal protein methylation	0.00342
GO:0015819	Lysine transport	0.00342
GO:0046498	S-adenosylhomocysteine metabolic process	0.00382
GO:0006776	Vitamin A metabolic process	0.0047

To validate the microarray data, qPCR was performed on a selection of mRNAs that were regulated between astrocytes alone (AA-CJ) and astrocytes in co-culture (CC-CJ). qPCR confirmed the down-regulation of three mRNAs involved in lipid metabolism (Insig1, Hmgcs, and Dhcr7) and confirmed the up-regulation of the transcription factor Egr1 in astrocytes when co-cultured with neurons (**Figure 4**).

**FIGURE 4:**
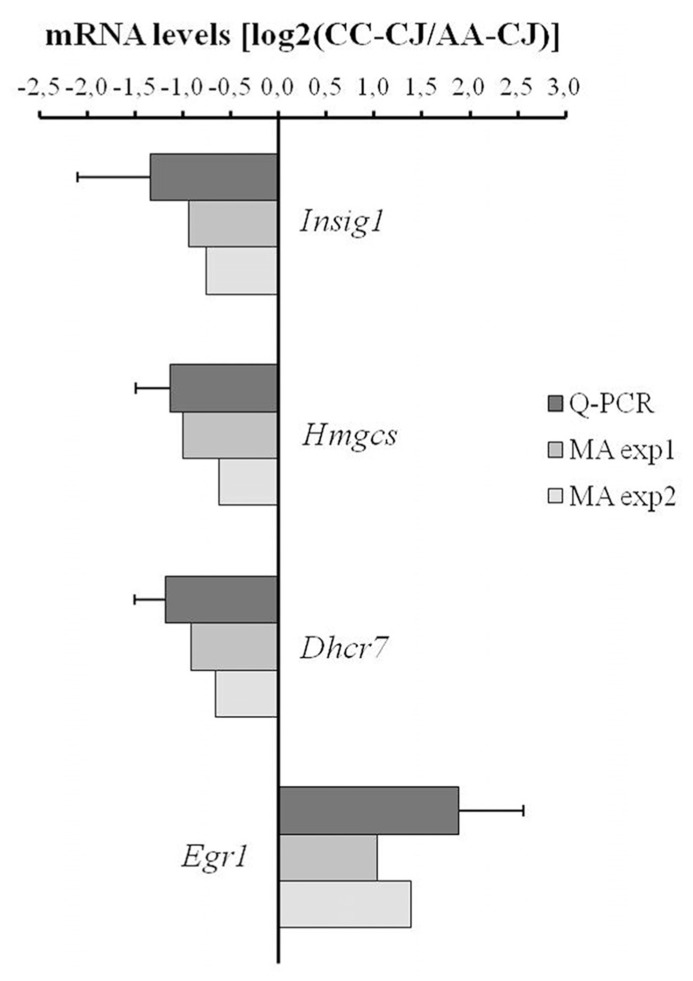
**Quantitative PCR analysis of neuron-responsive astrocytes genes.** Transcript levels were measured using qPCR for a selected group of astrocyte-expressed mRNAs that according to microarray were neuron-responsive (in MA exp 1 and MA exp 2). The ratio between expression in CC-CJ vs. AA-CJ was calculated and plotted on a Log2 scale, e.g., expression of EGR1 was 3.7-fold higher in CC-CJ then in AA-CJ. Data represents the mean and SD of four samples.

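On the arrays, Insig1 had M values of -0.93 in experiment 1 and -0.79 in experiment 2 (CC-CJ versus AA-CJ). Hmgcs1, read by 2 probes on chromosome 2 of rn4 from 51751804 to 51751863 and from 51754420 to 51754478, had M values of -1.01 and -0.60. Its mean of -0.80 had a standard error of 0.116 and an adjusted p of 0.0263 from limma. Dhcr7, with a probe on chromosome 1 from 204258565 to 204258624, had M values of -0.95 and -0.68. Its mean of -0.82 had a standard error of 0.109 and an adjusted p of 0.0208 from limma. Egr1, with a probe on chromosome 18 from 27347173 to 27347232, was higher by 1.07 and 1.36 on the 2 arrays. The mean of 1.21 had a standard error of 0.2 and an adjusted p of 0.0354 from limma, but was at -0.028 after median centring, above the medians of all kept probes of -0.57 and -0.42. Egr1 was also higher in CC-CJ than in CC, by 0.66, and CC exceeded AA-CJ by 0.55 (adjusted p = 0.366 from limma), or by 1.00 without replicate 2 of CC-CJ versus CC, where it passed. The 2 CC-CJ versus CC arrays differed for Egr1, with M values of 0.21 and 1.11. Without replicate 1 of CC-CJ versus AA-CJ, none of the 4 genes passed in limma, with adjusted p-values of 0.0552 for Insig1, 0.109 for Hmgcs1, 0.102 for Dhcr7 and 0.0957 for Egr1. Egr1 did not pass without replicate 2 of CC-CJ versus AA-CJ either, with an adjusted p of 0.105 from limma. The spread between the 2 arrays was largest in relation to the mean for Hmgcs1. The RNA for qPCR came from other samples, which were not analysed here.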

## DISCUSSION

### COLD JET: METHOD FOR GENTLE SEPARATION OF NEURONS FROM CO-CULTURED ASTROCYTES

Neuron-glia co-cultures are an established *in vitro* model to investigate the reciprocal interactions of these cell types that underlie neurite outgrowth, synapse formation, and synaptic transmission. Investigating the molecular changes in astrocytes that take place during interaction requires the efficient isolation of astrocytes from the co-culture in a manner that ensures cellular integrity. Here, we present cold jet as a fast and efficient isolation method of astrocytes from differentiating neuron-astrocyte co-cultures. We showed that at 10 and 14 DIV, when neurites and mature synapses have been formed (Basarsky et al., 1994), cold jet removed nearly all neuronal RNA in these co-cultures. This permits selective transcriptional analysis of only astrocytes in these co-cultures. Cold jet isolation of astrocytes from neuron-astrocyte co-cultures may also be suitable for analysis of proteins and lipids, since more than 90% of neuronal cell bodies and nearly as much neurites are removed. We conclude that cold jet offers important advantages over other techniques that are used for cell separation, such as FACS or immuno-panning. Unlike those other techniques, cold jet is fast (within 1 min), easy to perform, done without addition of proteases, and conducted under ice-cold conditions to ensure no detriment to molecular integrity.

### IDENTIFICATION OF NEURON-RESPONSIVE ASTROCYTE GENES

Through a developmental *in vitro* model, in which neurons in co-culture with astrocytes differentiate and form synapses, we set out to identify neuron-responsive astrocyte gene expression using microarray analysis. We found regulation of many genes involved in astrocyte biological processes that have been reported previously to affect neuronal differentiation and function, such as lipid metabolism (Camargo et al., 2009, 2012; Pfrieger and Ungerer, 2011), cell-ECM adhesion (Christopherson et al., 2005; Tournell et al., 2006), complement factor signaling (Stevens et al., 2007), cytokine signaling (Acarin et al., 2001), and synaptic transmission (Halassa and Haydon, 2010). It should be noted that most of the astrocyte mRNAs involved in cholesterol metabolism were down-regulated by neuronal presence, which is surprising considering previous findings illustrating the importance of astrocyte cholesterol for synapse maturation and neurite outgrowth (Mauch et al., 2001; Fan et al., 2002; Hayashi et al., 2004; Camargo et al., 2009). However, we did find down-regulation of Insig1, an important negative regulator of the lipogenic sterol regulatory element binding protein (SREBP) transcription factors, which therefore would be expected to lead to increased SREBP-mediated transcription of lipogenic enzymes, as found in other cell systems (Engelking et al., 2005). 

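The lower levels in CC-CJ than in AA-CJ were set against the other comparisons of the same arrays. All 19 cholesterol synthesis genes also had a negative M in CC-CJ compared with CC, with a mean of -0.33 (adjusted p = 2.71e-06 from limma's camera and 0.173 from fry). CC held RNA of neurons too and received no cold jet, so that its difference from AA-CJ is not one of astrocytes alone. Between CC and AA-CJ, which carry the same dye, 14 of the 19 genes were lower in CC, with a mean of -0.23 (adjusted p = 0.00538 from limma's camera and 0.416 from fry). By pair of arrays this mean was -0.36 and -0.11, so that the pairs differed by as much as the mean itself. Without the first CC-CJ versus AA-CJ array it was -0.05. Msmo1 was lower in CC than in AA-CJ by itself, with a log2 difference of -0.97 (standard error 0.146, adjusted p = 0.024 from limma), but it did not pass without replicate 1 of CC-CJ versus AA-CJ or replicate 2 of CC-CJ versus CC. Mvd was higher in CC, with a log2 difference of 0.89 (adjusted p = 0.0477 from limma).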

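Insig1 was read by 4 probes on chromosome 4 of rn4 between 2577508 and 2578760, all of them lower in CC-CJ than in AA-CJ, with mean M values from -1.12 to -0.58. The mean over the probes was -0.86 (standard error 0.084, adjusted p = 0.00781 from limma). CC, which held RNA of neurons and received no cold jet, was below AA-CJ by a log2 difference of -0.72 (standard error 0.118, adjusted p = 0.032 from limma), with no difference in dye. This difference passed with all arrays or without replicate 2 of CC-CJ versus AA-CJ, but not with any other array left out. Srebf1, which encodes an SREBP, had an M of 0.27 and Srebf2 an M of -0.18 in CC-CJ compared with AA-CJ, and neither passed an adjusted p of 0.05 in limma. Over 13 other genes of the SREBP pathway, Insig1 and both SREBP genes included, 11 were lower in CC-CJ than in AA-CJ with a mean of -0.26 (adjusted p = 0.00151 from limma's camera and 0.0686 from fry). Between CC and AA-CJ their mean was -0.07 (adjusted p = 0.311 from limma's camera). The paper reasons that a fall of Insig1 would be expected to raise transcription of lipogenic enzymes by SREBP, and finds the mRNAs of cholesterol synthesis lower.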

Our recent observation that SREBPs are also required for expression of lipogenic enzymes in astrocytes (Camargo et al., 2012), warrants further investigation of the control of Insig, SREBP, and downstream transcription in astrocytes due to contact with neurons. Taken together, our observations suggest that astrocyte-factors involved in these processes do not only influence neuronal differentiation but are furthermore induced in astrocytes by neuronal presence, underscoring the reciprocal nature of the neuron-glia interactions.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

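RNA of neuron-astrocyte co-culture (CC), of co-culture after cold jet (CC-CJ) and of astrocytes cultured alone and given cold jet (AA-CJ) was compared on 4 arrays with 2 colours. CC-CJ was in Cy3 on every array. AA-CJ was in Cy5 on 2 arrays, and CC was in Cy5 on the other two. All 4 arrays lay on 1 slide and were scanned together, so that no slide or scan could act as a batch. The hybridization used 0.5 µg of labelled cRNA for 18 h at 60 °C.

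The authors deposited, for each array, the spot intensities that Agilent's Feature Extraction 9.5.1.1 wrote, with mean signal and local background in both channels on a linear scale. Agilent's log ratio is deposited beside them as log10 of Cy5 over Cy3, after background correction and dye normalization by Feature Extraction. A table of the series holds the authors' processed values, which a comparison with the scanner values showed to be log2 of Cy5 over Cy3. Across probes, which are not independent replicates, their correlation with the M values computed here was 0.9 to 0.952 per array. Both kinds of ratio were turned to log2 of Cy3 over Cy5 before use. The paper names OLIN and OSLIN for normalization. The software for these was not used here, and a local regression on intensity and location after its description was fitted with locfit 1.5.9.12 as an alternative (2 iterations, nearest-neighbour share 0.3 on intensity and 0.05 on location).

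The values in the passages were computed in R 4.3.3 with limma 3.58.1. Mean signals were corrected by normexp with an offset of 50, and M was normalized by loess on intensity (span 0.3) within each array. Control spots were left out after the background correction, and 121 to 179 spots per array with outlier marks were left out too. Of 41012 probes, 24881 were kept that were well above background on every array of at least 1 RNA group, and 19274 were well above background in both channels of all arrays. Probes well above background were between 50.3% and 62.6% of all probes per channel. The SD of M over all probes was 0.237 and 0.217 for CC-CJ versus AA-CJ, and 0.198 and 0.268 for CC-CJ versus CC. With 2 arrays per comparison, the number of arrays limits the precision. Spike-in spots had slopes of 1.05 to 1.07 against the ratios they were made with.

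Arrays of each comparison got a coefficient of their own in lmFit and shared 1 estimate of the spread with 2 residual degrees of freedom, to which eBayes added a prior of 4.97. The difference of the coefficients gave log2 of CC over AA-CJ, where both are in Cy5. Adjusted p-values are Benjamini-Hochberg over 24881 probes, or over 21376 genes for values of a gene, which are means over its kept probes. Probe positions are those of rn4 as the scanner files give them. Of 16321 probes with a RefSeq accession, 10835 were named through the table of RefSeq genes, and the others kept the name in the files. Over all gene lists, 17 names had no probe. A gene named in the text is one the paper names, a member of a list fixed beforehand, or one of the 5 largest rises or falls per comparison that passed an adjusted p of 0.05, had a symbol and moved the same way on both arrays. Probes higher in CC-CJ than in CC that are named beyond this rule were chosen after their values were seen.

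The criteria of the paper for regulated mRNAs were applied per array to all probes with 2 SD. Consistency was read as a mean M of the same sign over the other probes of a gene that were well above background. Neuronal mRNA remaining was 100 times CC-CJ minus AA-CJ, divided by CC minus AA-CJ, on the linear scale after loess and Aquantile. Lists of genes of cholesterol synthesis, other SREBP targets, sterol export, and markers of neurons, microglia, oligodendrocyte lineage, astrocytes and endothelial cells were tested by camera and fry. With the mRNAs the text of the paper names as higher and as lower, this made 30 set tests over the 3 comparisons. Lists read from figures of the paper got no set test.

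The steps were tested on simulated data with 200 probes changed by a log2 of 1 among 24881. With noise drawn from the fitted prior, limma recovered 93.5% of them for CC-CJ versus AA-CJ, with 5.56% of calls false, and 95.5% for CC-CJ versus CC, with 7.28% false. For CC versus AA-CJ, where 400 were changed, it recovered 81.2% with 5.8% false. The criteria of the paper recovered 99.5%, with 26.3% false. With the spread of each probe in its place, limma recovered 100% with 8.68% false for CC-CJ versus AA-CJ and 100% with 11.1% false for CC-CJ versus CC, and the criteria 99.5% with 15.7% false.

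Alternatives were tried for background correction, offset, normalization, the source of the values, the filter on dim probes, the arrays in the fit, the prior, the limits of the criteria and each replicate left out. Some genes are not reported here. Tables 1–3 were not recomputed, since gene ontology annotation was not used here. Probe sequences and the mouse genome were not used here either, so how well mouse mRNA binds the rat probes was not examined. The images of Fig. 1 and the qPCR were not analysed here.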

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

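The tests of dye and of neuronal RNA loss for probes higher after cold jet, the test of dye for the microglial list and the 3 tests for the sterol export list were chosen only after the result was seen.

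The paper does not report mRNAs that were higher in CC-CJ than in CC. Here 19 probes were higher at an adjusted p of 0.05 in limma, with a median M of 0.57. Those with the largest rise and a gene symbol were Thbs4 (0.94), Fos (0.85), Ctsc (0.63), Ptgs1 (0.63) and Tagln (0.60). After median centring, where the medians of all kept probes were -0.59 and -0.66, Thbs4, Ctsc, Ptgs1 and Tagln fell below 0, but Thbs4 and Ptgs1 stayed above these medians. Without the second CC-CJ versus CC array 6 probes were higher, and without the first 148. If loss of neuronal RNA from the mixture were the whole cause, CC would be the diluted group and these probes would not be higher in CC-CJ than in AA-CJ. Their median M in CC-CJ compared with AA-CJ was 0.39 (0.387), where all 19 were above 0 and 7 passed. This argues against it as the whole cause, while a part in it, together with a dye effect, was not excluded. The median log2 difference of CC and AA-CJ was -0.18 (-0.177), below 0 in 13 of the 19. Of the 2 probes that passed there, RGD1307559 and TC614444, both named after their values were seen, each was higher in CC. A dye effect of these probes and an effect of cold jet or of the handling on Fos and others cannot be told apart, since CC-CJ was in Cy3 on all arrays. The presence of Fos may point to a response to the handling itself, but AA-CJ also received cold jet and Fos was 1.00 higher in CC-CJ than in AA-CJ.

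The microglial list, which the paper does not discuss as a group, was higher in CC-CJ than in AA-CJ with a mean M of 0.56 (0.555). Of its 10 genes, 8 were higher on both arrays (adjusted p = 1.62e-06 from limma's camera and 0.0385 from fry, over 30 set tests). The list was lower in CC-CJ than in CC for 10 of 10 genes, with a mean of -0.69. A dye effect would leave CC equal to AA-CJ, both in Cy5, but CC was higher by a mean of 1.25 (adjusted p = 0.0234 from limma's fry). Signals of Lyz2 and C1qa were not well above background in AA-CJ, and CC-CJ was at least 3.31-fold and at least 2.27-fold higher. These bounds lie at about the fitted rises themselves (M of 1.725 and 1.19). Tyrobp and Laptm5 were higher by 0.77 and 0.75, while Cd68 (-0.08) and C1qc (-0.004) did not rise. Of the 10 genes, 5 were well above background in AA-CJ on both arrays, so that the cultures without neurons also expressed part of the list. All 10 were well above background in CC. The study picked 2 of the 10, Lyz2 and C1qa, for Fig. 3 from these arrays. A candidate explanation is that the hippocampal cells brought microglia with them and that cold jet removed these in part. Microglial induction by neurons stays open as well, and neither was tested by cell counts.

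The sterol export list (Abca1, Abcg1, Apoe, Nr1h3 and Nr1h2), which the paper does not discuss, was higher in CC-CJ than in AA-CJ with a mean M of 0.42 (0.419). Of its 5 genes, 4 were higher on both arrays, and Nr1h3 was lower (adjusted p = 0.00944 from limma's camera and 0.054 from fry). Apoe was 0.91 higher (limma adjusted p = 0.00994) and Abca1 0.63 higher (limma adjusted p = 0.0291), though Abca1 did not pass with either CC-CJ versus AA-CJ array left out. After median centring the mean of the list was -0.65, below the medians of all kept probes of -0.57 and -0.42. A share of microglia-like cells would fall with cold jet, but the list rose in CC-CJ compared with CC by 0.16, with 5 of 5 genes higher. That rise was 0.07 without the first CC-CJ versus CC array. A dye effect of these probes cannot be told apart from a difference in the astrocytes. The mean difference between CC and AA-CJ was 0.26, and its size lies between no difference and that in CC-CJ. An excess of sterol in astrocytes in co-culture, which might raise export and lower synthesis, was not settled either, as that difference had a camera p of 0.259 with 3 of 5 genes higher. Apoe by itself was 0.83 higher in CC than in AA-CJ (limma adjusted p = 0.0277), which did not hold without CC-CJ versus AA-CJ replicate 2 or without either CC-CJ versus CC array.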

How the results depend on the processing

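The design of each test, the gene lists and all alternatives but 1 in this part were set before the data were examined. The test of remaining neuronal mRNA over genes well above background in CC-CJ was chosen only after the result was seen. Slide as a block was not run, since all arrays lie on 1 slide, and the intensity trend of the prior was not run for lists other than cholesterol synthesis.

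The mean of the cholesterol synthesis list (-0.56 in CC-CJ compared with AA-CJ) kept its sign and its camera call under all 15 alternatives. Apart from median centring it ranged from -0.74 to -0.38, with camera p from 6.61e-17 to 9.62e-08. Leaving out each array gave the ends of this range. The fry p, which needs 2 residual degrees of freedom, ranged from 0.0474 to 0.0588 where it could be computed, apart from median centring. After median centring the mean was -1.49 and the fry p was 0.0155.

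Numbers of probes past an adjusted p of 0.05 in limma moved more than directions. With Agilent's processed signals they were 88 for CC-CJ versus AA-CJ (796 in the passages), 306 for CC-CJ versus CC (584) and 274 for CC versus AA-CJ (651). An offset of 16 gave 418 for CC-CJ versus AA-CJ, with 326 higher and 92 lower. Local regression on intensity and location gave 1298 (784 higher and 514 lower). In CC-CJ versus CC it gave 109 higher and 556 lower, and the series table 185 higher and 669 lower. Keeping only probes well above background in both channels of all arrays gave 306 for CC-CJ versus CC and 388 for CC versus AA-CJ, with fewer probes tested. Only the 2 arrays of the comparison in the fit gave 1284 for CC-CJ versus AA-CJ and 941 for CC-CJ versus CC. Leaving out each array gave 194 to 1284, 224 to 941 and 388 to 871 probes for the 3 comparisons, with the lone array taken to vary like the others. The lowest of these came without CC-CJ versus AA-CJ replicate 1 (194) and without CC-CJ versus CC replicate 2 (224 and 388). Other than by fewer probes or arrays, the cause was not tested.

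Median centring gave 793 higher and 14590 lower probes (15383) for CC-CJ versus AA-CJ, and 701 higher and 15907 lower (16608) for CC-CJ versus CC. It leaves a trend with intensity in place: the median M of the kept probes was -0.57, -0.42, -0.59 and -0.66 on the 4 arrays, against -0.02, -0.01, -0.02 and -0.03 after loess. With this shift, 10 values of single genes turned below 0. In CC-CJ versus AA-CJ these were Cdh6 (-0.032), Ctnnal1 (-0.40), Thbs4 (-0.28), Reck (-0.37), Egr1 (-0.028) and Apoe (-0.99). In CC-CJ versus CC they were Thbs4 (-0.24), Ctsc (-0.65), Ptgs1 (-0.41) and Tagln (-0.76). Cdh6, Ctnnal1, Thbs4, Reck, Egr1 and Ptgs1 stayed above the medians of their arrays, Ctsc lay between them, and Apoe and Tagln were below. The sterol export list turned to -0.65 in CC-CJ versus AA-CJ and -0.90 in CC-CJ versus CC, below these medians. No other alternative turned the sign of a single gene or list.

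The replicate numbers are not said to mark shared RNA. Deviations of arrays with the same number had a correlation across probes of -0.125 (rank correlation -0.126, 24873 probes, which are not independent replicates). With the replicate block the counts were 318, 405 and 417 for CC-CJ versus AA-CJ, CC-CJ versus CC and CC versus AA-CJ, and 11 values of single genes no longer passed.

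The total of 546 genes by the criteria of the paper was 1199 with 1.5 SD, 300 with 2.5 SD, 349 with only probes kept in the limma fit, 358 with an offset of 16 and 842 with median centring (9 higher and 833 lower). The split was 235 higher and 123 lower with an offset of 16. With either CC-CJ versus AA-CJ array alone it was 1638 to 1729, as 1 array fewer has to pass. Agilent's processed signals gave a like total of 551, but only 68 of these genes were among the 546.

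Without subtraction of AA-CJ, 24.4% of neuronal mRNA remained over the marker list and 21.2% over the genes of Fig. 2A. Quantile normalization of all channels gave 5.24% over the marker list and 5.33% over Fig. 2A, and Agilent's processed signals 5.07% and 5.15%. The cause was not tested, apart from the subtraction, which lowers the share by construction. The other alternatives moved the share by less than 1 SD between the 2 experiments, to between 8.98% and 9.55% over Fig. 2A and between 9.23% and 10.1% over the marker list, and 10.6% remained over the 40 genes most decreased on the other experiment. Only genes well above background in CC-CJ gave 9.52% over Fig. 2A and 9.45% over the marker list. Each experiment alone gave 8.54% to 10.7% and 9.44% to 10.9%.

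Of the other values of single genes over the alternatives, 704 stayed on their side of the threshold with their sign, 85 no longer passed and 9 passed newly. Agilent's processed signals accounted for 29 of the 85, and the array CC-CJ versus AA-CJ replicate 1 left out for 17. Of the values of lists, 133 were unchanged in this sense and 2 no longer passed. The signal limits what can be read. Snap25 in CC-CJ, and Lyz2, C1qa, Dcx and Elavl4 in AA-CJ, for example, were not well above background, and comparisons with them give bounds only.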

Differences from the paper's values

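No test in this part was chosen only after the result was seen.

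The paper gives 124 mRNAs lower in CC-CJ than in AA-CJ, and 235 were found here with the same criteria. Among the alternatives set before the data were examined, the number came within 1.5 times the paper's with 2.5 SD (118), with only probes kept in the limma fit (147), with an offset of 16 (123) and with the values of the series table (158). It did not with 1.5 SD (591), with criterion 4 left out or applied on either array (235 each), counted per probe (257), with every probe of a gene required to pass (195), without background correction (292), with Agilent's processed signals (211), with median centring (833), with local regression on intensity and location (246, and 242 with local scaling), or with either CC-CJ versus AA-CJ replicate left out (814 and 746). The paper's 270 higher and 394 in total were within 1.5 times of the 311 and 546 found here. The values of the series table gave 268 higher and 426 in total.

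The paper lists Megf6 and Lcn2 among the upregulated mRNAs in its text. Both were lower here, with M values of -1.23 and -0.87, and both met the criteria for lower mRNAs, and no setting selected either as higher. Fig. 3 of the paper shows both among the lower mRNAs. The paper also counts L1cam and Ctnnal1 as upregulated. Here L1cam had an M of 0.77 and was left out by criterion 4, and it was selected only with criterion 4 left out. Ctnnal1 had an M of 0.35 and was selected only when counted per probe. Over the 10 names matched in this group of the text, Egr1 included, 8 were higher here and 6 met the criteria.

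The paper lists FPS (Fdps) among the lower mRNAs. Here its M of -0.61 did not meet the criteria. It met them with 1.5 SD, without background correction, with median centring, with local regression on intensity and location with and without local scaling, and without CC-CJ versus AA-CJ replicate 2.

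The names of Fig. 3 were read from the picture, so that a name can be misread. Among those read as higher were Acly, Ranbp1, Nek7 and Adcyap1r1. Here their M values were -0.50, -0.16, -0.09 and -0.07, and no setting selected them as higher. Acly met the criteria for lower mRNAs. Ranbp1 was matched through an alias, and the probe of Adcyap1r1 was not among those kept in limma. Rgd1306772 (0.09) was selected under none either. Skp1 (0.37) was selected with 1.5 SD and without CC-CJ versus AA-CJ replicate 1. Efha1 (0.52) was selected when counted per probe, with Agilent's processed signals and without CC-CJ versus AA-CJ replicate 1. Criterion 4 left out 12 other names of Fig. 3, and all 12 were selected with criterion 4 left out. Of these, Ly6h, Lyz2, C1qa, Snrk and BF545795 were selected with Agilent's processed signals too. Cgi94, Gabrb1 and Npy were selected with 2.5 SD, with Agilent's processed signals and with an offset of 16. Median centring selected Cgi94 and Gabrb1. The fit with only kept probes, the series table and local regression with local scaling selected Gabrb1 and Npy, and local regression without local scaling selected Npy. Ttyh3 was selected with an offset of 16 and with the series table. Loc685601, Bcas1 and AW144408 were selected with criterion 4 left out alone.

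Among the names read as lower in Fig. 3, Rgd1560685 (0.14), Ehd2 (-0.06) and Jdp2 (-0.30) were selected under no setting.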

Other observations

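The upper quartile as the test of dye for the higher mRNAs, the tests of microglia-like cells, of dilution and of shared CC-CJ samples, the simulation of a dye effect, the test of dye for the cholesterol synthesis genes and the test of residual RNA for the genes of Fig. 2A were chosen only after the result was seen.

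The 321 probes higher in CC-CJ than in AA-CJ by the criteria of the paper had a median M of 0.71 on the selecting arrays. A dye effect of Cy3 would raise them in CC-CJ compared with CC by a like amount. There the median M was -0.01 (-0.011), and the upper quartile of 0.16 (0.164) lay far below 0.71. The median log2 difference of CC and AA-CJ was 0.72, but it shares the arrays on which the probes were selected. Neuronal RNA left in CC-CJ would make these probes fall with cold jet, but the lower quartile in CC-CJ compared with CC was -0.16, and the rise predicted from the share of neuronal mRNA remaining reached the measured one in 0 of 321. Criterion 4 removes probes that fall, but before it the median M in CC-CJ compared with CC was -0.07, the lower quartile -0.37, and the prediction reached the measured rise in 7 of 414. The prediction takes the same share of 9.62% for every probe, and 4 of the 29 genes of Fig. 2A rose above it too. Such counts alone thus do not exclude left-over neuronal RNA. Each of the 2 explanations was weighed alone, and a dye effect together with a fall of neuronal RNA was not excluded. RNA of microglia-like cells would fall with cold jet too, as the microglial list did, with a mean M of -0.69. The median of -0.07 (-0.066) before criterion 4 argues against it as the whole cause, and of the 10 genes of that list 4 were among the 414 probes before criterion 4 and 0 among the 321. A response of astrocytes to neurons stays a hypothesis.

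For the 249 lower probes the picture was less clear. Their median M was -0.65 in CC-CJ compared with AA-CJ, -0.29 in CC-CJ compared with CC and -0.38 (-0.382) for CC against AA-CJ. The last difference shares the arrays on which the probes were selected, and 8 probes passed for it after adjustment in limma. In 20 simulations in which a dye effect of each probe was the cause, the median for the probes selected as lower lay between -0.17 and -0.12, against -0.40 measured over the same selection. These simulations rest on assumed settings and exclude nothing. A dye effect could be part of the fall on the arrays, and it cannot be told apart from a lower level in astrocytes in co-culture, since CC-CJ was always in Cy3. Dilution of astrocyte RNA by RNA of other cells would be stronger in CC than in CC-CJ, so that the lower probes would rise with cold jet. But 230 of the 249 were below 0 in CC-CJ compared with CC, with an upper quartile of -0.14 (-0.137), which argues against dilution as the whole cause. Dilution together with a dye effect, or with a loss of RNA that the removed cells expressed, was not excluded. The astrocyte list went both ways, with a mean of 0.07 (adjusted p = 0.322 from limma's camera and 0.0558 from fry) and a median of -0.02, and decides nothing. Use of the same CC-CJ samples on both kinds of array would tie the comparisons together. In simulations with a shared CC-CJ channel and no effect of cold jet, the median M of the lower probes in CC-CJ compared with CC stayed at or above -0.07 (-0.067), against -0.29 measured. In unchanged simulated groups that share CC-CJ it was -0.31 on average, between -0.66 and 0.02, but 3.2 probes on average were selected as lower there, against 257 measured. Both rest on simulated settings and exclude nothing. Whether samples were shared cannot be told apart from separate samples here. Across probes the correlation of the 2 comparisons was 0.01 as measured, 0.20 in the simulations with no effect of cold jet and 0.50 in the unchanged groups.

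The cholesterol synthesis genes were lower in CC-CJ than in AA-CJ and, by less, than in CC. A dye effect of these probes may be part of it, since the mean difference of CC and AA-CJ was -0.23 over all arrays and -0.05 (-0.054) without CC-CJ versus AA-CJ replicate 1. Dilution by other cells that express less of these genes would make them rise with cold jet. But all 19 were lower in CC-CJ than in CC, with a mean of -0.33 (-0.326), -0.38 and -0.27 on the 2 arrays. This argues against dilution as the whole cause. Expression of these genes in the removed cells was not measured, so that a loss of RNA of those cells was not excluded as part of this fall. Between CC and AA-CJ, 5 of the 19 genes were higher in CC, Mvd among them by 0.89, and 14 were lower. Lower cholesterol synthesis in astrocytes in contact with neurons and a dye effect cannot be told apart on these arrays. The paper's qPCR on other samples, which involved no Cy3 or Cy5, found Insig1, Hmgcs and Dhcr7 lower in CC-CJ than in AA-CJ. It covers these genes and not the whole list. On the arrays, a dye effect alone would not lower single genes such as Msmo1 and Insig1 in CC compared with AA-CJ, but CC also held RNA of neurons. Even these differences no longer passed without CC-CJ versus AA-CJ replicate 1 (-0.85 for Msmo1 and -0.65 for Insig1).

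The genes of Fig. 2A were higher in CC-CJ than in AA-CJ in 24 of 29 cases, 22 of them on both arrays. For 16 of them CC-CJ or AA-CJ was not well above background, so that their ratios are limited by background. If 9.62% of neuronal mRNA remained, the median rise of the other 13 would be 0.63 (0.632). The measured median was 0.36 (0.365), below the predicted rise in 10 of the 13. The share comes from the same genes and the AA-CJ level enters both values, so that the prediction is not independent of the measurement and decides nothing. Whether residual neuronal RNA is part of the signal of these genes stays open.

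Among the other marker lists, neurons had a mean of 0.23 in CC-CJ compared with AA-CJ (adjusted p = 0.00628 from limma's camera and 0.112 from fry) and -1.30 in CC-CJ compared with CC, and 7 of their genes are also in Fig. 2A. The oligodendrocyte lineage list was at 0.01 (adjusted p = 0.784 from limma's camera) and fell by 0.32 with cold jet (adjusted p = 0.0416 from camera and 0.173 from fry). Only 2 endothelial genes were measured, with a mean of 1.44. Kdr was 2.62 higher and Cdh5 0.25 higher, so that this list rests on Kdr. The mRNAs the paper names in its text as higher and lower had means of 0.39 and -0.87, but they were chosen on these arrays and are no independent evidence.

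The paper sets CC against the astrocyte level for neuronal mRNAs in Fig. 2. Over all probes in limma, 637 were higher and 14 lower in CC than in AA-CJ at an adjusted p of 0.05, and 4331 had an unadjusted p under 0.05. Among probes with a gene symbol, large rises were those of Gap43 (4.79) and L1cam (4.07), where AA-CJ was well above background for L1cam on 1 of its 2 arrays. Dcx rose as well, but its signal in AA-CJ was not well above background on either array. Lcn2 (-1.05), Slc7a3 (-0.98) and Msmo1 (-0.97) were among the largest falls. Lcn2 no longer passed without replicate 1 (-1.07) or replicate 2 (-1.03) of CC-CJ versus AA-CJ. It did not pass without replicate 2 of CC-CJ versus CC (-0.81) either.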
